# Transcriptomic Profiling of Spleen in Grass-Fed and Grain-Fed Angus Cattle

**DOI:** 10.1371/journal.pone.0135670

**Published:** 2015-09-14

**Authors:** Yaokun Li, José A. Carrillo, Yi Ding, Yanghua He, Chunping Zhao, Jianan Liu, George E. Liu, Linsen Zan, Jiuzhou Song

## Abstract

The grass-fed cattle obtain nutrients directly from pastures containing limited assimilable energy but abundant amount of fiber; by contrast, grain-fed steers receive a diet that is comprised mainly of grains and serves as an efficient source of high-digestible energy. Besides energy, these two types of diet differ in a large number of nutritional components. Additionally, animals maintained on rich-energy regimen are more likely to develop metabolic disorders and infectious diseases than pasture raised individuals. Thus, we hypothesize that spleen–a relevant immune organ–may function differently under disparate regimes. The objective of this study was to find the differentially expressed genes in the spleen of grass-fed and grain-fed steers, and furtherly explore the potential involved biopathways. Through RNA sequencing (RNA-Seq), we detected 123 differentially expressed genes. Based on these genes, we performed an Ingenuity Pathway Analysis (IPA) and identified 9 significant molecular networks and 13 enriched biological pathways. Two of the pathways, Nur77 signaling in T lymphocytes and calcium-induced T lymphocyte apoptosis which are immune related, contain a pair of genes HLA-DRA and NR4A1 with dramatically altered expression level. Collectively, our results provided valuable insights into understanding the molecular mechanism of spleen under varied feeding regimens.

## Background

In many countries, cattle constitute a main source of protein and other nutrients, such as lipids and minerals. Among several breeds specialized for meat production, Aberdeen Angus stands out for its extensive contribution to the beef industry, especially in the United States. Using this breed, numerous and valuable research has been performed to improve growth and meat quality traits. Interestingly, many studies demonstrated that different feeding regimens could alter the nutritional composition of beef. Stearic acid, the only saturated fatty acid exerting impact on serum cholesterol, displays higher level in grass finished beef compared with grain-fed beef [1]. Several investigators also reported significant differences in omega-3: omega-6 ratio between grass-fed and grain-fed cattle [2,3]. Beta-carotene, the precursor of vitamin A, is significantly higher in muscle of pasture-fed steers compared to grain-fed animals [4]. Additionally, vitamin A could contribute for the integrity of mucous membrane and skin, protecting individuals against bacterial and viral infection [5,6]. Meanwhile, vitamin A could also modulate immune function through influencing white blood cells [7,8]. Several studies suggested that the amount of α-tocopherol (the most biologically active form of vitamin E) is higher in the meat of cattle finished on pasture than the grain-fed cattle [9–11]. Moreover, it was demonstrated that the variation of the dietary protein concentration could influence the expression of the immune genes, altering the immunological system [12,13]. It also has been reported that high-energy diets fed to maximize individuals’ performance could lead to higher incidence of metabolic disorders [14]. Therefore, grain-fed cattle suffer stronger metabolic stress than pasture-fed steers; and they tend to easily have respiratory and infectious disease.

Spleen–the largest lymphatic organ in the body–plays a critical role in the immune system. It constitutes the main filter of the body for blood-borne antigens and pathogens, as well as an important organ for erythrocyte homeostasis and iron metabolism [15]. The spleen is composed of red and white pulp. The white pulp contains B cell and T cell zones, and generates antigen-specific immune response protecting individuals against viral, bacterial and fungal infection. The red pulp mainly filters blood and regulates iron recycling from aged red blood cells. However, limited information about spleen transcriptome has been reported and the molecular mechanism of bovine spleen remains largely unknown.

In this project, we hypothesized that the spleen transcriptome might exhibit distinct characteristics under grass-fed and grain-fed regimes, which could result in different spleen function, especially affecting the immune response. To test it, we sampled spleen tissues from grass-fed and grain-fed Angus steers and performed a comparative study of gene expression using RNASeq method. Then, based on the differentially expressed genes (DEGs), we implemented a functional analysis and identified potential mechanisms that could contribute to the difference observed between both groups.

## Materials and Methods

### Sample collection

We collected spleen samples from two randomly chosen animals per group, totaling four samples. The animals were born and raised at the Wye Angus farm, which has produced genetically similar progenies. The genetic resemblance among individuals permitted us to better control the variation between experimental individuals, constituting an excellent resource to perform scientific research. All animals included in this study received the same diet until weaning. Next, we assigned the animals to one certain diet at random, and exclusively raised them under that regimen until termination. The diet of grain-fed group consisted of soybean, shelled corn, corn silage and trace minerals. The grass-fed steers normally received alfalfa harvested from land without any fertilizers, pesticides or other chemicals; during wintertime, bailage was supplied. Grass-fed individuals ate no animal, agricultural or industrial byproducts and never consumed any type of grain. Grain–fed animals reached the market weight around 14 month-old; however, grass-fed steers needed approximately 200 additional days to achieve the same weight. Immediately after termination at the Old Line Custom Meat Company (Baltimore, MD), a small piece of spleen was incised, washed and frozen at -80°C for posterior processing.

### RNA extraction and sequencing

We extracted total RNA individually (two animals per group) by using Trizol (Invitrogen, Carlsbad, CA, USA) followed by DNase digestion; Qiagen RNeasy column was utilized for purification (Invitrogen, Carlsbad, CA, USA). RNA samples were dissolved in RNAse-free H_2_O, and checked for integrity and quality with a NanoDrop 1000 spectrophotometer and a 1.5% agarose gel. The samples were labeled through adding 6-bp adaptors and then pooled for sequencing. Finally, the RNA-seq library was sequenced using an Illumina HiSeq 2000 device, as described previously [16].

### Data analysis and bioinformatics

First, we checked the quality of the raw reads through FastQC, which is an online tool that thoroughly examines the reads and generates a detailed and extensive quality assurance report [17]. Then, employing Bowtie (Ultrafast, memory-efficient short read aligner), we aligned the reads to the reference genome (Bos_taurus_UMD3.1/bosTau6) downloaded from the UCSC (http://genome.ucsc.edu/). During this step, we trimmed the first 15 bases of each read (50 bp) to avoid low Phred quality scores, which resulted in 35 bp tags. Via the summarizeOverlaps function implemented in R, we executed the reads counting for each gene. Subsequently, we identified the differentially expressed genes using the generalized linear model (GLM) approach included in the edgeR software package, which required a designed matrix to describe the two treatment conditions grass-fed and grain-fed. The edgeR package estimated an effective library size applying a scaling factor based on the library size. The normalization in this approach is model-based and the original counts remain the same without any type of transformation. For variance calculation, we first estimated a common dispersion for all reads and then forced the tagwise variation towards the common dispersion based on a Bayesian strategy, which resulted in higher sensitivity for detection. Finally, we applied the false discovery rate (FDR) of <0.1 as a threshold to call the genes with different expression levels.

After we obtained the DEGs list, we performed a GO enrichment analysis and examined the biological processes, cellular components and molecular functions associated with those DEGs through the online software DAVID Bioinformatics Resources 6.7 [18]. Fisher’s exact test was used to determine the enrichment of the GO terms. Additionally, we identified the enriched networks, molecular functions and pathways in the Ingenuity Pathways Analysis (IPA, Ingenuity Systems, and www.ingenuity.com) platform, which was a highly convenient application [19–21]. During the IPA analysis, the p-value obtained via Fisher’s exact test was used as a significance criterion.

### Quantitative real-time polymerase chain reaction (qRT-PCR) analysis

Through qRT-PCR on the iCycler iQ PCR system (Bio-Rad, Hercules, CA, USA), we validated and compared the expression of 9 randomly selected DEGs from the RNA-Seq analysis. We obtained the template cDNA by employing the iScript First Strand Synthesis System Kit (Bio-Rad) for reverse transcription PCR with 500 ng of total RNA. The qRT-PCR reactions were performed with a QuantiTect SYBR Green PCR Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. We designed the primers using an online tool (http://frodo.wi.mit.edu/primer3/); the primer sequences are provided in S1 Table. We chose GAPDH as the control gene [22]. For each sample, we performed three technical and two independent biological replicates.

## Results

### Alignment of Reads and Gene Expression Analysis

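Spleen RNA was sequenced from 2 grass-fed steers, labelled L104_Grass and L222_Grass in the deposited counts, and 2 grain-fed steers, labelled L184_Grain and L224_Grain. Each steer gave 1 library, so each diet has n = 2. By the paper's account, the grain-fed steers reached market weight at around 14 months and the grass-fed steers needed about 200 additional days, so diet and age at termination go together in these samples, and the alignment level also differs between the diets (Fig 1). The authors removed the first 15 bases of each 50 bp read, aligned the remaining 35 bp tags with Bowtie to the bovine genome UMD3.1 and counted the aligned reads on Ensembl genes with the summarizeOverlaps function. The counting mode and the use of strand are not given in the sources used here, so genes that overlap or have near-identical copies are uncertain. The values used here are these raw counts, in which 18032 genes have at least 1 count. They summed to 1976944 in animal L104_Grass, 1415192 in animal L222_Grass, 1677477 in animal L184_Grain and 1560675 in animal L224_Grain. A single count was therefore worth between 0.506 and 0.707 CPM, the count scaled to library size. At least 1 count was found for 15511 genes in animal L104_Grass, 15761 in animal L222_Grass, 14552 in animal L224_Grain and 11831 in animal L184_Grain. Thinned to 1415192 counts, the lowest total, the libraries kept 15238 genes (L104_Grass), 15761 (L222_Grass), 14434 (L224_Grain) and 11694 (L184_Grain), so the lower number in animal L184_Grain remained at equal depth.

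**Figure D1:**
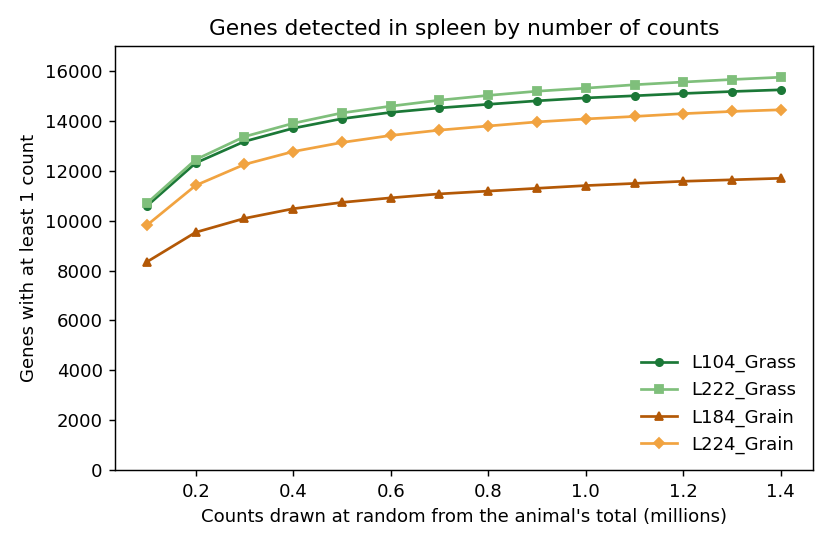
Genes with at least 1 count (vertical axis) against the number of counts drawn at random from each animal's total (horizontal axis), with 1 line per animal. At 1400000 counts the line of grain-fed animal L184_Grain lies at 11697 genes, and the lines of animals L104_Grass, L222_Grass and L224_Grain lie at 15242, 15746 and 14442.

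The spread between the animals of a diet, which holds differences between animals beside counting error, was measured as a chi-square statistic per degree of freedom. It was 25.5 over 11340 genes for the grass-fed pair and 38.2 over 9869 genes for the grain-fed pair. Across the genes tested, which are not independent replicates, log2(CPM + 1) had a Pearson correlation of 0.841 between the grass-fed animals and 0.708 between the grain-fed animals. Grain-fed animal L224_Grain had a correlation of 0.802 with grass-fed animal L222_Grass. Genes with low counts were removed with edgeR's filterByExpr, which left 10960 genes. Libraries were scaled by the trimmed mean of M values (TMM), with factors of 1.05 (L104_Grass), 1.13 (L222_Grass), 0.828 (L184_Grain) and 1.01 (L224_Grain). The diets were then compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and the paper's FDR threshold. Fold changes are grass-fed over grain-fed. Reads carry no molecular identifiers, so the counting intervals and count floors cover counting error only.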

We totally had four experimental samples; the alignment levels were 70.73%, 65.92%, 82.10% and 81.54%, respectively (Fig 1). For the statistical analysis, we applied the edgeR package implemented in R to detect the genes with divergent expression profiles in the spleen of grass-fed and grain-fed steers. The threshold of FDR <0.1 was used to call the significant difference. Following this strategy, we finally found 123 genes with distinct expression levels in both groups (Fig 2). 

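The quasi-likelihood test in edgeR called 0 of 10960 genes at an FDR below 0.1, and the lowest FDR was 0.466. At an unadjusted p below 0.05 it listed 1088 genes, where 5% of the genes tested would be 548. Without the filter on low counts the quasi-likelihood test called 336 of 18032 genes at the same FDR. At that FDR DESeq2, also run on the 18032 genes, called 209, and limma-voom, run on the 10960 filtered genes, called 0. The GLM likelihood ratio test of edgeR, run with the common then tagwise dispersion of the paper's methods, and with TMM factors and all listed genes as choices made here, called 343. Leaving out grain-fed animal L224_Grain moved the quasi-likelihood count most, to 2685 genes, with the remaining grain-fed animal assumed to vary like the grass-fed pair. A likelihood ratio test with trended then tagwise dispersion, library sizes without a scaling factor and all listed genes called 123 genes, and these were the 123 genes of the authors' deposited table. Its likelihood ratio statistics lay within 0.000276 of the deposited ones. This setting was chosen after seeing the data, from 26 combinations of dispersion estimate and scaling that called between 67 and 541 genes. From the genes under its FDR threshold the paper goes on to enriched terms, pathways and networks, and proposes that these genes may influence the function of spleen in different diets.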

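With no gene called by the quasi-likelihood test on the filtered genes, the split by direction was read from those at an unadjusted p below 0.05. Of these genes, 432 were higher in grass-fed spleen. With library sizes alone in place of TMM factors, 584 of 922 were higher. With relative log expression (RLE) factors the numbers were 454 of 1090, and with upper quartile factors 529 of 940. Leaving out an animal moved this split, with 78 of 284 higher without L104_Grass, and with most of them higher without L222_Grass (204 of 389), without L184_Grain (958 of 1684) or without L224_Grain (2300 of 3549). The scaling also moved the median log2 fold change of the tested genes, from 0.04 with TMM factors to 0.28 with library sizes alone. In the likelihood ratio test with trended then tagwise dispersion, 87 genes were higher and 36 lower with library sizes alone, a share of 70.7% higher. TMM factors, with all else unchanged, gave 82 higher and 85 lower, a share of 49.1% higher. With common then tagwise dispersion and TMM factors, 282 genes were higher and 61 lower.

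**Figure D2:**
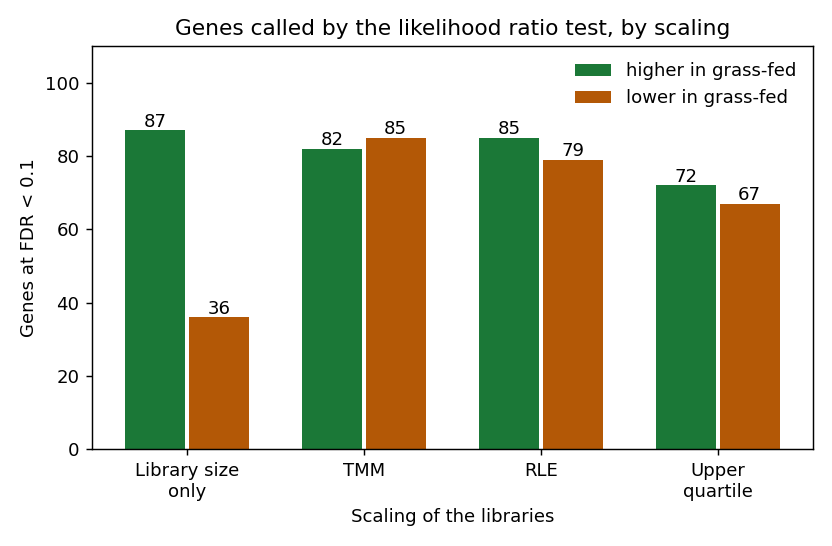
Number of genes at an FDR below 0.1 (vertical axis) that were higher or lower in grass-fed spleen under each scaling of the libraries (horizontal axis), by the likelihood ratio test with trended then tagwise dispersion on all listed genes. Bars are counts of genes and carry no error. RLE factors gave 85 higher and 79 lower, and upper quartile factors gave 72 higher and 67 lower.

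Of the 123 genes called with library sizes alone, 116 were also called with TMM factors. The 7 genes lost with TMM factors were all higher in grass-fed spleen, and of the 51 genes gained 49 were lower.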

From those genes, we found that 87 were highly expressed and the other 36 genes were down regulated in the spleen of grass-fed bovines compared with the grain-fed group. According to the log_2_FC ≥5 criteria, 52 genes in grass-fed steers spleen expressed higher than in grain finished group and only 9 genes increased their activity in the grain-fed animals. 

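Since the quasi-likelihood test on the filtered genes called no gene, it gave 0 genes past this fold change in either direction. Called or not, 100 tested genes had a fitted fold change of at least 5 on the log2 scale with grass-fed spleen higher, and 8 with grass-fed spleen lower. These fits depended on the prior count that edgeR adds to keep fold changes finite, here its default. With a prior count of 1 the numbers were 23 and 2, and with a prior count of 2 they were 4 and 0. They also depended on single animals, with 88 higher and 54 lower without L104_Grass, 111 and 81 without L222_Grass, 195 and 6 without L184_Grain, and 1184 and 14 without L224_Grain. Of the 52 genes of the authors' deposited table past this limit and higher in grass-fed spleen, 38 had 0 counts in both grain-fed animals, 13 had 1 to 3 counts in the grain-fed animals together, and 1 had more. Their counts summed over the grass-fed animals lay between 47 and 310, with a median of 93. Against a floor of 3 counts over the grain-fed group, the 38 genes at 0 were at least 12.7-fold to at least 44.3-fold higher, with a median bound of 23.2-fold, and 8 of the 38 reached the 32-fold that a log2 fold change of 5 stands for. The median bound was 9.91-fold without L104_Grass, with 0 of the 38 at 32-fold, and 34.3-fold without L222_Grass, with 20 at 32-fold. It was 12.3-fold without L184_Grain and 10.9-fold without L224_Grain, with 0 of the 38 at 32-fold in each case. These genes had 0 counts in both grain-fed animals, so leaving either out changed only the library size behind the floor. Those values do not test dependence on a grain-fed animal. All these bounds leave out counting error in the grass-fed counts. Of the 9 genes past the limit and higher in grain-fed spleen, 8 had 0 counts in both grass-fed animals. These 8 were at least 36.6-fold to at least 70.7-fold lower in grass-fed spleen against the same floor over the grass-fed group. In 7 of the 9, animal L184_Grain held over 90% of the grain-fed counts, and 5 had 0 counts in animal L224_Grain. Without L184_Grain only 3 of the 8 genes kept a grain-fed count, with a highest bound of 7.74-fold. The lowest bound of the 8 was 16.0-fold without L104_Grass, 20.6-fold without L222_Grass and 69.3-fold without L224_Grain. Leaving out a grass-fed animal changed only the library size behind the floor, since both had 0 counts.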

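The genes ENDOU, CD9, TMEM45B, SLC4A9, HADH, OVOL1, FGFBP1, LOC534630, RBMX2 and DOCK6, which the paper pairs with Ensembl identifiers, ranked between 1 and 27 by p among the 10960 genes tested. Each had an FDR of 0.466 in edgeR's quasi-likelihood test. Adjusted over the list alone, all 10 lay below an FDR of 0.1, with a largest adjusted p of 0.00203 by the same test, but the study chose the list on these samples, so this is not independent evidence. All 10 were called by DESeq2 and by the quasi-likelihood test without the filter on low counts. The likelihood ratio test with common then tagwise dispersion called 8 on all genes and 10 on the filtered genes, and limma-voom called 0. In each gene both animals of the diet with the higher mean lay above both animals of the other diet.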

The top 10 DEGs in the spleen of both groups can be seen in Table 1. Among these genes, the expression levels of ENDOU, CD9, TMEM45B, SLC4A9, HADH, OVOL1 and FGFBP1 in grass-fed animals exceeded the levels observed in the grain-fed group, whereas the expression abundance of the genes LOC534630, RBMX2 and DOCK6 diminished in grass-fed steers. 

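Expression is given as mean CPM on TMM effective library sizes ± SD (n = 2 animals per diet). CD9 (ENSBTAG00000014764) was at 175 ± 130 in grass-fed and 12.9 ± 0.787 in grain-fed spleen, a log2 fold change of 3.75 (standard error 0.71). Its counts of 544 and 130 in the grass-fed animals L104_Grass and L222_Grass differed more from each other than the 17 and 21 in the grain-fed animals L184_Grain and L224_Grain, and the log2 fold change was 2.66 without L104_Grass and 4.36 without L222_Grass. HADH (ENSBTAG00000002049) was at 285 ± 171 in grass-fed and 34.8 ± 15.2 in grain-fed spleen, a log2 fold change of 3.03 (standard error 0.62) that was 2.23 without L104_Grass and 3.61 without L224_Grain. ENDOU (ENSBTAG00000012275) had 231 and 79 counts in the grass-fed animals and 0 and 3 in the grain-fed animals, a ratio of 83.8 with an exact 95% counting interval from 28.4 to 408. Without L104_Grass the ratio was 48.9 (16.1 to 242) and without L184_Grain 44.5 (15.1 to 217). Without L224_Grain, which held the only grain-fed counts, ENDOU was at least 39.3-fold higher against 3 counts. FGFBP1 (ENSBTAG00000031497) had 164 and 29 counts against 1 and 0, a ratio of 156 with an interval from 27.8 to 6212. The ratio was 53.9 (8.94 to 2201) without L104_Grass, 236 (41.7 to 9372) without L222_Grass and 73.4 (13.0 to 2912) without L224_Grain, and FGFBP1 was at least 27.7-fold higher without L184_Grain. SLC4A9 (ENSBTAG00000021775), with 82 and 50 counts in grass-fed and 0 in both grain-fed animals, was at least 35.7-fold higher against a floor of 3 counts over the grain-fed group. With 1 grain-fed animal behind that floor, it was at least 19.0-fold higher without L184_Grain and at least 16.7-fold higher without L224_Grain. Only the library size behind the floor changed in these. With all animals, the exact 95% lower counting limit of SLC4A9 was 28.6-fold. OVOL1 (ENSBTAG00000012656), with 122 and 27 counts against 0 in both, was at least 40.3-fold higher. This bound was 16.7-fold without L104_Grass, 21.4-fold without L184_Grain and 18.9-fold without L224_Grain. Leaving out a grain-fed animal changed only the library size behind the floor. With all animals, the exact 95% lower counting limit of OVOL1 was 32.3-fold. LOC534630 (ENSBTAG00000006252) was at 23.0 ± 8.36 in grass-fed and 334 ± 181 in grain-fed spleen, a log2 fold change of -3.85 (standard error 0.60) that was -3.12 without L184_Grain. RBMX2 (ENSBTAG00000014771) was at 54.9 ± 10.4 and 541 ± 129, a log2 fold change of -3.30 (standard error 0.46).

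**Figure D3:**
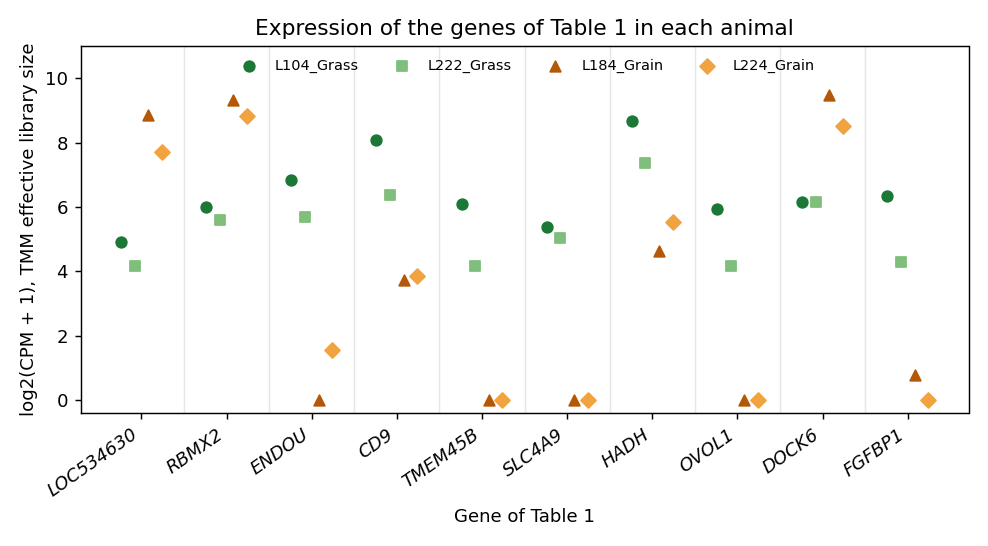
log2(CPM + 1) on TMM effective library sizes (vertical axis) of the genes of Table 1 (horizontal axis), with 1 point per animal. For each of the 10 genes both animals of a diet lie on the same side of both animals of the other diet, and points at 0 are animals with 0 counts.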

The complete list of DEGs between these two groups can be found in S2 Table.

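Of the 123 genes of the authors' deposited table, which lists the same genes as S2 Table, 106 passed the filter on low counts. All 106 had the same direction in the quasi-likelihood test and an unadjusted p below 0.05, with a highest p of 0.0192 from that fit across all genes in edgeR. Ranked by p, the first 123 genes of the quasi-likelihood test shared 70 with the deposited table, those of DESeq2 shared 79 and those of the likelihood ratio test with common then tagwise dispersion shared 59. Both animals of a diet lay above both of the other in 118 of the 123 genes. Over the 10960 genes tested this held for 44.0%, where chance gives 33.3%. The 123 genes were chosen on these same animals, so their separation, shared direction and low p are not independent evidence. In the likelihood ratio test with trended then tagwise dispersion and library sizes alone, leaving out animal L104_Grass left 10 genes called, 5 of them in the deposited table. Without animal L222_Grass it called 42 genes (35 in the table), without animal L184_Grain 430 genes (105 in the table) and without animal L224_Grain 3052 genes (122 in the table). Of the genes with the smallest p in the quasi-likelihood test that are not in Table 1, ENSBTAG00000012845 had 95 and 102 counts in the grass-fed animals L104_Grass and L222_Grass and 2 and 6 in the grain-fed animals L184_Grain and L224_Grain, and ENSBTAG00000013210 had 9 and 6 against 114 and 117. ENSBTAG00000014420 had 63 and 38 counts against 214 and 347. The files do not pair these 3 identifiers with symbols.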

**Fig 1:**
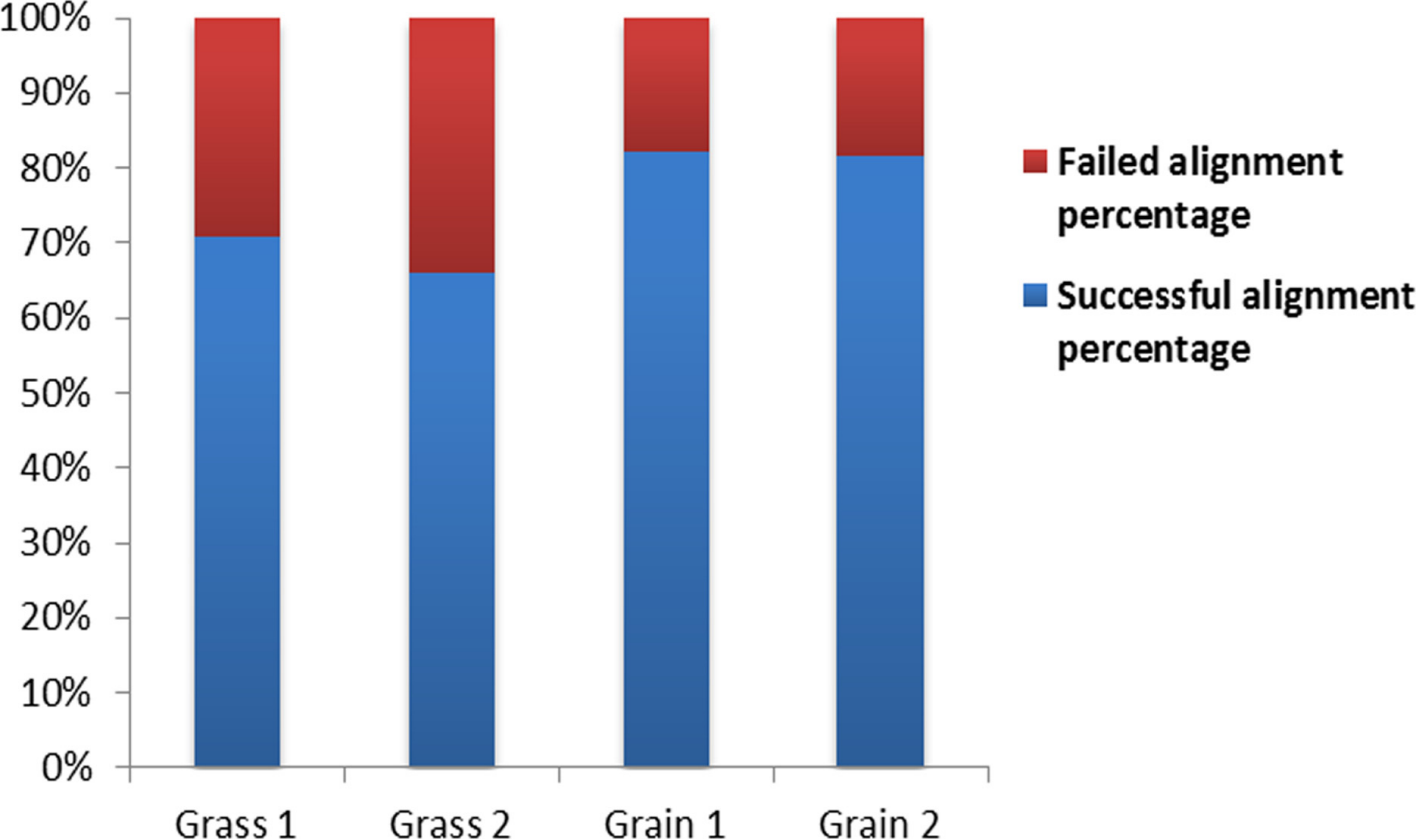
Alignment level of RNA-Seq reads to the Bovine Genome.

**Fig 2:**
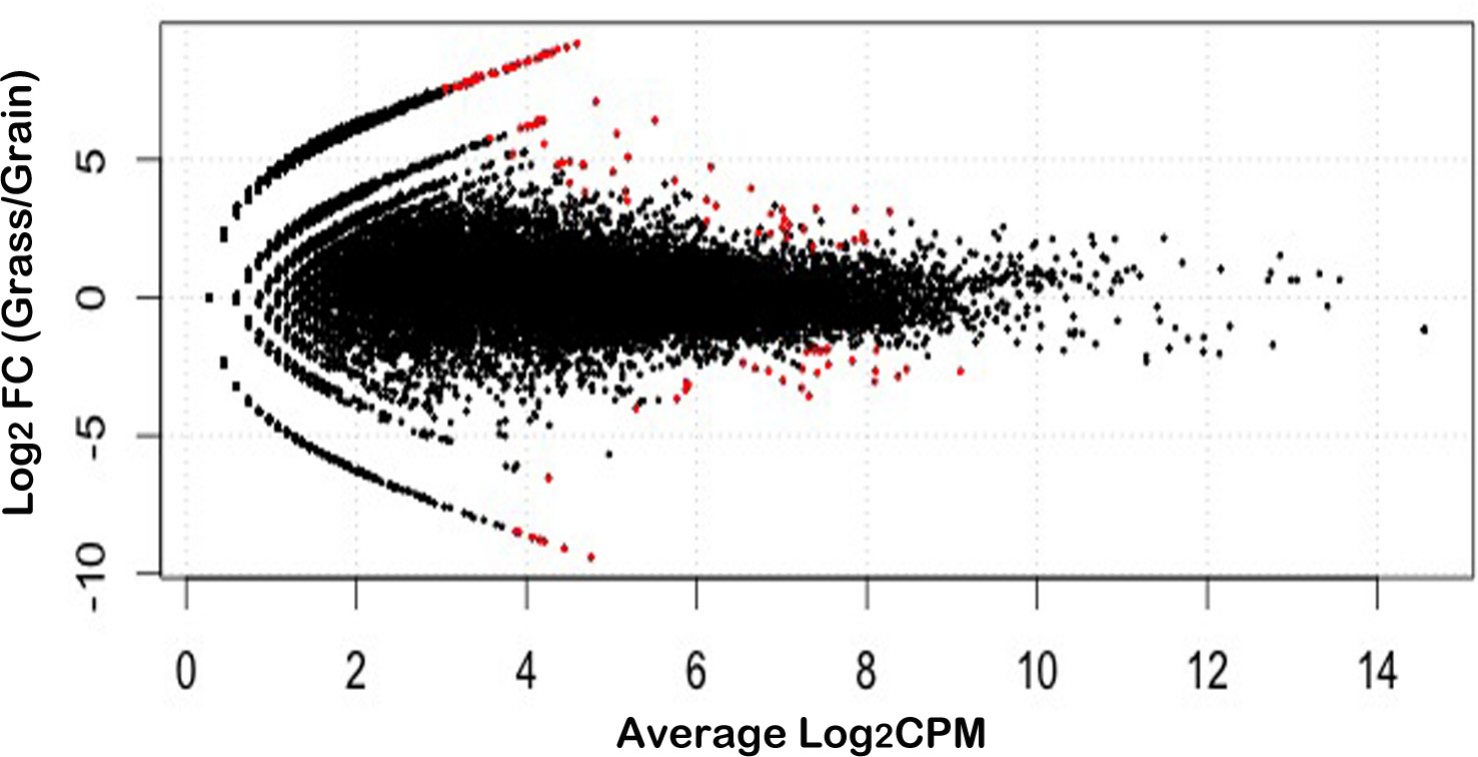
Differentially expressed spleen genes between grass-fed and grain-fed steers. MA-plot was obtained from two independent biological replicates at an FDR of 0.1. The black points represent the genes without expression difference. FC means fold-change. CPM means counts per million.

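Of the genes listed, 6584 had 0 counts in all 4 animals, 2648 had counts in grass-fed and 0 in both grain-fed animals, and 788 had counts in grain-fed and 0 in both grass-fed animals. Of the genes seen in a single diet, 1054 had a total of 3 counts or fewer in grass-fed and 481 in grain-fed spleen. In the likelihood ratio test with trended then tagwise dispersion and library sizes alone, 994 genes had a fitted log2 fold change of at least 5, and 993 of them had 0 to 3 counts in the grain-fed animals. With grass-fed spleen lower by as much there were 192 genes, of which 191 had 0 to 3 counts in the grass-fed animals. The genes called had a total of at least 47 counts over the 4 animals and a median of 165, and the median of all genes with a count was 71. Genes beyond a log2 fold change of 5 had a median total of 15 counts when higher and 14 when lower in grass-fed spleen.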

**Table 1:** Top 10 differentially expressed genes in the spleen of grass-fed and grain-fed Angus Cattle.

Ensemble Gene ID	Symbol	Log_2_ FC(grass/grain)	FDR
ENSBTAG00000006252	LOC534630	-3.56744	5.72×10^−5^
ENSBTAG00000014771	RBMX2	-3.03993	1.24×10^−4^
ENSBTAG00000012275	ENDOU	6.41496	1.98×10^−4^
ENSBTAG00000014764	CD9	3.95444	1.09×10^−3^
ENSBTAG00000017602	TMEM45B	9.20076	1.58×10^−3^
ENSBTAG00000021775	SLC4A9	8.99572	1.58×10^−3^
ENSBTAG00000002049	HADH	3.20592	1.67×10^−3^
ENSBTAG00000012656	OVOL1	9.07147	1.80×10^−3^
ENSBTAG00000009569	DOCK6	-2.65744	2.06×10^−3^
ENSBTAG00000031497	FGFBP1	7.08732	2.52×10^−3^

### Validation of DEGs

We used qRT-PCR to confirm the expression level of 9 genes, which were randomly selected from the DEGs list. Through contrasting the qRT-PCR result with the RNA-Seq analysis, we found 100% consistency (Fig 3). 

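In the RNA-Seq counts DOCK6 (ENSBTAG00000009569) had 142 and 110 counts in the grass-fed animals L104_Grass and L222_Grass and 975 and 566 in the grain-fed animals L184_Grain and L224_Grain. On TMM effective library sizes this was 69.6 ± 0.0558 CPM (SD, n = 2) in grass-fed and 536 ± 245 CPM (SD, n = 2) in grain-fed spleen. The log2 fold change of grass-fed over grain-fed spleen was -2.94 (standard error 0.50, FDR 0.466 by edgeR's quasi-likelihood test), and with each animal left out in turn it lay between -3.28 and -2.35, the latter without L184_Grain. Over all 47 settings run, those added after seeing the data and those without an animal included, its adjusted p from edgeR, DESeq2 or limma lay between 5.17e-06 and 1.00. The Ensembl identifier of SLCO4A1 is not paired with its symbol in the sources used here, and the qRT-PCR values were not analysed here.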

Genes SLCO4A1 and DOCK6 were dramatically over expressed in grain-fed spleen. The other 7 genes showed less activity in grain finished steers compared with the grass-finished group. Collectively, the qRT-PCR validation of those 9 genes proved the accuracy of the RNA-Seq analysis.

**Fig 3:**
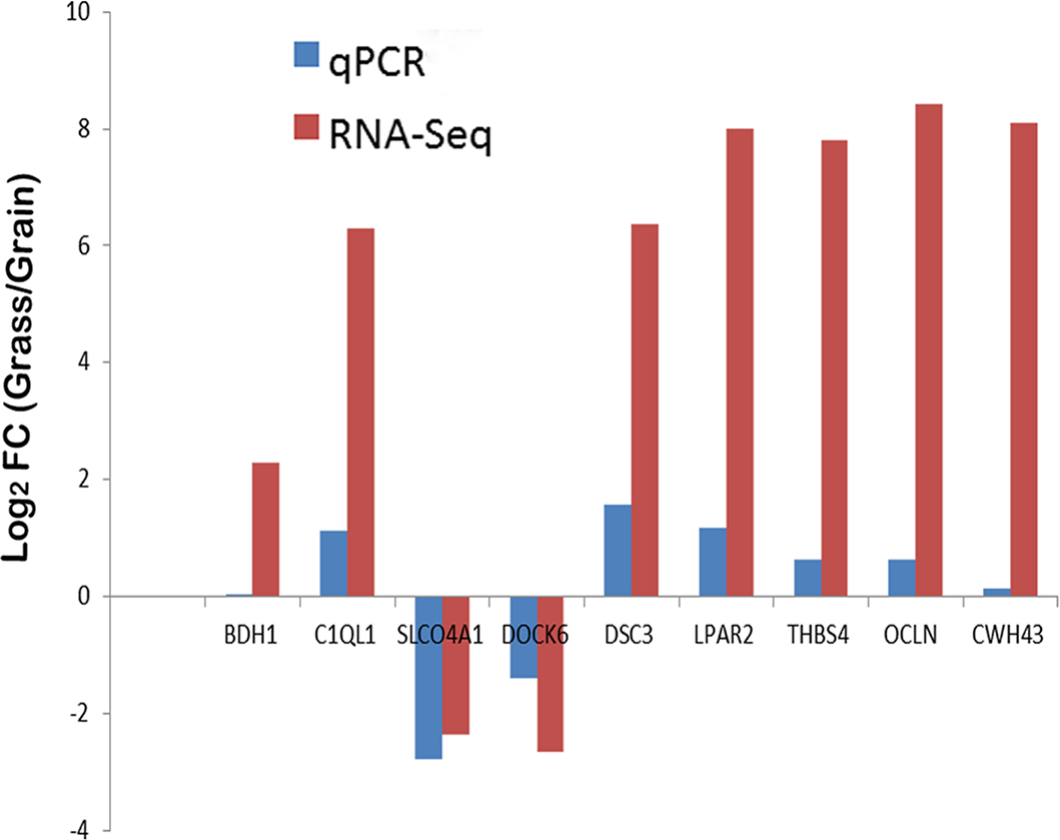
Validation of differentially expressed genes. The mean value of log2 (fold-change) for each group was compared in the bar chart for the 9 selected genes. qPCR data was normalized by GAPDH expression for each sample. Means of significant (FDR≤0.1) fold changes were computed for qPCR and DESeq using sample from the same 4 animals in each analysis. FC means fold-change.

### Gene Ontology Analysis

We used the online software DAVID (version 6.7) to perform the Gene Ontology (GO) enrichment analysis and identify functional characteristics of the DEGs discovered in our present study. We primarily focused on biological process, cellular component and molecular function remarkably enriched with the gene set. The result could be seen in Table 2. The most significant GO terms were peptide cross-linking in biological process, plasma membrane part for cellular component and growth factor binding in molecular function. Most of the biological processes are related to development, adhesion and membrane transport. For cellular component, the GO terms enriched with the DEGs have large influence on plasma membrane and cell junction. However, in terms of molecular function, we only found one significant GO term: growth factor binding.

**Table 2:** Gene Ontology (GO) terms enriched with differentially expressed genes (P<0.05).

GO terms	Observed*	P	FDR
***Biological process***			
GO:0018149~peptide cross-linking	3	0.00409	0.89321
GO:0022610~biological adhesion	7	0.00744	0.86978
GO:0007155~cell adhesion	7	0.00744	0.86978
GO:0006811~ion transport	8	0.02458	0.98922
GO:0060073~micturition	2	0.02814	0.97969
GO:0046903~secretion	4	0.02995	0.96387
GO:0015672~monovalent inorganic cation transport	5	0.03012	0.93815
GO:0008544~epidermis development	3	0.03150	0.91762
GO:0007398~ectoderm development	3	0.03514	0.91294
***Cellular component***			
GO:0044459~plasma membrane part	14	0.00100	0.08851
GO:0005886~plasma membrane	18	0.00208	0.09247
GO:0005911~cell-cell junction	5	0.00399	0.11648
GO:0030054~cell junction	6	0.01322	0.26613
GO:0034702~ion channel complex	4	0.03040	0.43681
***Molecular function***			
GO:0019838~growth factor binding	3	0.03435	0.99883

*Number of the differentially expressed genes in the category

### Ingenuity Pathway Analysis

We employed the Ingenuity Pathway Analysis (IPA) online software to detect the canonical pathways involving the DEGs. The thirteen most significant ingenuity canonical pathways can be seen in Table 3. A large proportion of the pathways acted on biosynthesis and the function of T lymphocyte, which would provide valuable insights into explaining the molecular mechanism of spleen function.

**Table 3:** Canonical pathways enriched with differentially expressed genes by Ingenuity Pathway Analysis (IPA) (P < 0.05)

Ingenuity Canonical Pathways	Observed*	P value	FDR
Ketogenesis	2	0.0011	0.1275
Ubiquinol-10 Biosynthesis (Eukaryotic)	2	0.0016	0.0930
Retinoate Biosynthesis I	2	0.0118	0.4602
Retinoate Biosynthesis II	1	0.0199	0.5821
Branched-chain α-keto acid Dehydrogenase Complex	1	0.0199	0.4657
Ceramide Biosynthesis	1	0.0248	0.4836
Pregnenolone Biosynthesis	1	0.0297	0.4964
Nur77 Signaling in T Lymphocytes	2	0.0332	0.4856
eNOS Signaling	3	0.0339	0.4407
Epithelial Adherens Junction Signaling	3	0.0370	0.4329
Calcium-induced T Lymphocyte Apoptosis	2	0.0409	0.4350
Ketolysis	1	0.0442	0.4310
Histidine Degradation VI	1	0.0442	0.3978

*Number of the differentially expressed genes in the category

### Molecular subnetwork

We can examine the gene networks to predict the participation of other interacting molecules in the pathways. Those molecules might also play diverse key roles in spleen function. To assess this, we performed Fisher’s exact test based on the IPA molecular library, and found a total of 9 significant molecular networks (S3 Table). Fig 4 shows the 4 most remarkable networks. The first network (Fig 4A) consists of 22 DEGs and its most essential functions constitute cancer, cell morphology and cell death, and survival. The second network includes 17 DEGs and the functions of cancer, cell-to-cell signaling and interaction, respiratory system development and function are enriched in this structure (Fig 4B). The main functions of the third network involve cancer, inflammatory disease and connective tissue disorders; 16 genes from the DEGs list participate in this system (Fig 4C). The fourth network, which incorporates 14 DEGs, principally relates to cancer, nucleic acid metabolism, organismal injury and abnormalities (Fig 4D).

**Fig 4:**
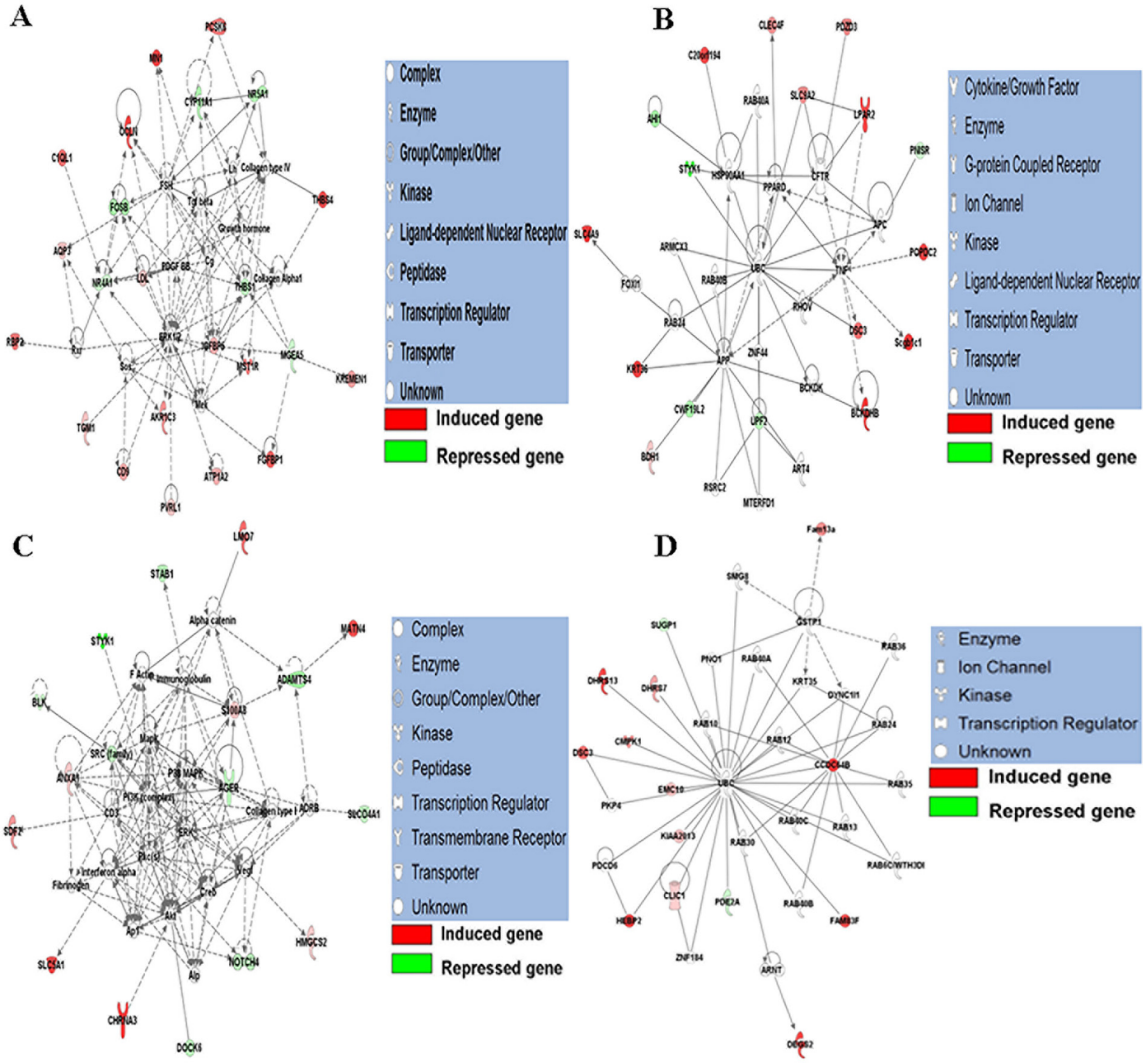
The top four molecule networks identified by Ingenuity Pathway Analysis (IPA). A: The most significant molecular network identified IPA. B: The second most significant molecular network identified by IPA. C: The third most significant molecular network identified by IPA. D: The fourth most significant molecular network identified by IPA.

## Discussion

Since the appearance of organic products, the reality about their benefits and disadvantages has become controversial. Thus numerous studies have been performed to detect the true difference between organic and conventional food, and the possible consequence for the human and animal health [23–25]. Transcriptome sequencing constitutes an effective method to estimate gene expression through counting extensive number of sequenced reads [26]. Transcriptome analysis of different species including *Caenorhabditis elegans*, yeast, plants and mammals has been completed for diverse purposes [27–30]. However, transcriptomic data for spleen of bovines under different diets has not been disclosed. Considering that different feeding regimes would contribute to disparate probabilities in getting metabolic and infectious disease, and that spleen constitutes one of the most important immune organs; we expected to observe the DEGs associated with immune response as a result of distinct diets. The identification of those genes will lead to a better understanding of the functional mechanism of spleen in particular conditions. Several investigators have reported that the levels of the precursor of Vitamin A and E and cancer fighting antioxidants, including glutathione and superoxide dismutase activity, were different between pasture-fed and grain-fed beef [31,32]. Additionally, previous studies suggested that modification of the protein abundance in the diet could alter the expression of immune-related genes, further regulating and reshaping the immune response [12,13].

Studies on chicken showed that 177 genes exhibited different expression levels in the spleen after *Salmonella enteritidis* infection; among these genes, 99 were down-regulated and the other 78 were up-regulated [33]. In our present study, we detected 123 DEGs between grass-fed and grain-fed spleen of Angus cattle. In the grass-finished group, 87 were up-regulated while the other 36 decreased their gene activity. Regarding the top 10 most statistically significant genes, CD9 encodes a member of the transmembrane 4 superfamily and associates with lymphoid tissue structure and development, immune cell trafficking, hematopoiesis, lipid metabolism and inflammatory response; studies suggested that CD9 congregating at the T-cell side of the immunological synapse (IS) participates in the immune response and might support the integrin-mediated signaling at the IS [34,35]. SLC4A9, DOCK6 and FGFBP1 mainly interact with cancer. TMEM45B also showed altered expression level; however, limited information about TMEM45B existed; we hypothesized that this might be a potential gene to regulate the function of spleen. 

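TMEM45B (ENSBTAG00000017602) had 137 counts in animal L104_Grass and 27 in animal L222_Grass, the grass-fed animals, and 0 in both grain-fed animals. This was 42.1 ± 35.4 CPM on TMM effective library sizes (SD, n = 2) in grass-fed spleen, at least 44.3-fold higher than in grain-fed spleen against a floor of 3 counts over the grain-fed group. The bound was 16.7-fold without L104_Grass, 23.5-fold without L184_Grain and 20.8-fold without L224_Grain. Its fitted log2 fold change was 9.11 with edgeR's default prior count and 5.15 with a prior count of 2. Its FDR in edgeR's quasi-likelihood test was 0.466, and 0.00384 in DESeq2. Over all 47 settings run in edgeR, DESeq2 and limma it lay between 0.000131 and 1.00.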

In our DEGs list, we also detected the same gene Notch4, which was discovered as the differentially expressed gene in the developmental process of spleen [36]. This gene is one of the members of Notch signaling pathway; it can regulate cell fate decisions and inhibit endothelium apoptosis [37].

Via GO enrichment analysis, we identified the genes CHRNA3, CLIC1, SLC4A9, SLC9A2, SLC5A1 and ATP1A2 which participate in the process of iron transport exerting effects on bacterial virulence and host immune response [38]. We also found a large number of genes functioning in the plasma membrane; four genes CHRNA3, CLIC1, KCTD1 and KCNMA1 were discovered in iron channel complex; except KCTD1, all others were associated with cancer. Meanwhile, the IPA analysis unveiled that HLA-DRA and NR4A1 were integrated into the Nur77 Signaling in T Lymphocytes pathway. These two genes were also associated with the calcium-induced T lymphocyte apoptosis pathway, which could exert effects on immunization. Additionally, several studies reported that HLA-DRA could affect tumors and NR4A1 has been correlated with various carcinomas [39,40]. Although considerable research has examined these two genes, no literature addressing their functions in the spleen has been published. Accordingly, it might be interesting to perform functional experiment of these genes on spleen to better understand their function in the immunological system.

Our results provide general information regarding the molecular mechanism and functional difference of spleen under variable feeding regimes. However, we recognized that our study suffered some limitations. Identification of the DEGs and the follow-up pathway/network analysis were conducted merely relying on the computational strategy; extensive experimental validation work is still needed. Therefore, overexpression and inhibition of relevant genes should be advisable for functional validation of our findings.

## Conclusions

In this study, we identified the genes and pathways that may influence the function of spleen in different diets. Totally, 123 DEGs were discovered between grass-fed and grain-fed cattle. According to those DEGs, 13 significant molecular networks involved in cancer, inflammatory and respiratory disease, were found in the IPA system. Most of the pathways enriched with the DEGs were associated with T lymphocyte and biosynthesis. In conclusion, our results contributed insights into understanding the mechanism of spleen to strengthen the disease resistance of animals.

## Supporting Information

S1 Table Primers used for quantitative real-time PCR validation. (XLS) Click here for additional data file.

S2 Table Differentially expressed genes in the spleen of grass-fed and grain-fed cattle at a strict false discovery rate (FDR) <0.1. (XLS) Click here for additional data file.

S3 Table The 8 most significant molecular networks found by Fisher’s exact test in the IPA system. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

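Spleen RNA of 4 Angus steers, 2 grass-fed and 2 grain-fed, was sequenced with 1 library per animal. The animals are named by their labels in the deposited counts, L104_Grass and L222_Grass for the grass-fed and L184_Grain and L224_Grain for the grain-fed steers. The raw count of each Ensembl gene was made by the authors, who trimmed the reads to 35 bp, aligned them with Bowtie to UMD3.1 and counted them with summarizeOverlaps, without pooling or normalization. A normalized signal per gene and animal was also deposited by the authors. These values lay within 0.0119 of the pseudo-counts that edgeR makes from the raw counts with TMM factors, and were not used further. The log2 fold changes and average log2 CPM of 123 genes were deposited by the authors from an edgeR generalized linear model. The likelihood ratio, a score of the same model, was deposited with them. The p-value of that test and its FDR were also deposited by the authors for these genes. The deposited table lists the same 123 genes as S2 Table. No fold change or p given here was computed from it. Its list of genes served to choose settings added later and to define some of the sets of genes described.

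The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept with filterByExpr of edgeR by diet, with a minimum count of 10 and a minimum total of 15. TMM factors were computed on the kept genes. Dispersions were estimated with estimateDisp, and the diets were compared with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the kept genes and an FDR threshold of 0.1. The quasi-likelihood test was taken as the main test because it carries the uncertainty of the dispersion with 2 animals per diet. The test the paper's methods name, an edgeR GLM with common then tagwise dispersion, was an alternative. The paper's text names a scaling factor without its method, so TMM factors were used there, on all genes and on kept genes. Fold changes used edgeR's default prior count. A gene with 0 counts in both animals of a diet was given a bound against 3 counts over that diet. This bound leaves out counting error in the other diet. A gene with 1 to 3 counts was given a ratio with an exact (Clopper-Pearson) 95% interval. The chi-square statistic between animals of a diet used genes with at least 20 counts over the pair.

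Total counts had a median of 1696068 in the grass-fed and 1619076 in the grain-fed animals. The main comparison, the filter, the threshold and the following alternatives were set before the data were examined. They were the likelihood ratio test on all and on kept genes, DESeq2, limma-voom, robust quasi-likelihood, no filter, a filter of at least 1 CPM in 2 animals, RLE factors, upper quartile factors, library sizes alone, an FDR of 0.05, prior counts of 1 and 2 and leaving out each animal. After the data were seen, 25 more settings of the likelihood ratio test on all genes were added to find the one behind the deposited table, and the one that matched it was repeated without each animal. No paired analysis was possible because the groups share no animal number.

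The tests were tested on simulated counts with 200 changed genes and 2 animals per diet. With dispersions on the fitted trend and a log2 fold change of 4, the quasi-likelihood test called 173 of the changed and 25 of the unchanged genes. After this result, a second simulation was added in which dispersions scattered around the trend with 5.23 prior degrees of freedom, as fitted to the data. There, with 200 genes changed by 4, the quasi-likelihood test and limma-voom each called 0 of the changed and 0 of the unchanged genes. DESeq2 called 169 of the changed and 152 of the unchanged genes. With 200 genes changed by 6, the quasi-likelihood test called 156 of the changed and 8 of the unchanged genes. With no gene changed and dispersions on the trend, the quasi-likelihood test and limma-voom called 0 of 10960, DESeq2 called 1, the likelihood ratio test with common then tagwise dispersion called 16, and the one with trended then tagwise dispersion and library sizes alone called 0. With no gene changed and scattered dispersions, the quasi-likelihood test and limma-voom called 0 of 10950, and DESeq2 called 103. The likelihood ratio test with common then tagwise dispersion called 200. The one with trended then tagwise dispersion called 116 with library sizes alone and 116 with TMM factors. These simulated counts therefore do not show what leaving out the scaling does. The number also depended on the scatter assumed, with 0 called on the trend. In the animals this setting was fitted to all 24616 listed genes, so 116 cannot be read as its number of false calls.

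The genes named are the 10 of Table 1 and those with the smallest p in each direction among genes in which both animals of a diet lay above both of the other. The rule also listed the qRT-PCR genes, the genes of the Discussion and of the networks and the genes of marker lists for spleen cell types, squamous epithelium and immediate early genes. The paper's values for the genes of Table 1, the qRT-PCR and the Discussion had been seen when the rule was written. The counts carry Ensembl identifiers only, and the reference gene table held 0 Ensembl identifiers, so apart from Table 1 no symbol could be paired with counts. The tests of the marker lists could therefore not be made, and the networks, the enriched terms and pathways and the qRT-PCR were not analysed here.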

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

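The test in this part was set before its result was seen, and the bound of 10 counts was chosen only after the counts had been seen.

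The deposited table holds the genes the paper discusses. Outside it, 56 genes had at least 10 counts in both grass-fed animals and 0 counts in both grain-fed animals, and 3 genes had at least 10 counts in both grain-fed animals and 0 in both grass-fed animals. They are given here because they show a signal, above what a count of 0 allows, in genes the paper does not report on. Their totals over the 4 animals were low, with a median of 31.5 for the 56 genes and 30 for the 3 genes. With the genes of the deposited table, the pattern held for 85 genes present in the grass-fed and 4 present in the grain-fed animals.

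Genes missed in the library of grain-fed animal L184_Grain, which had the fewest genes with a count, are a technical explanation. They would also be missed when animal L184_Grain is set with a grass-fed animal. With the other pairs of animals present and animal L184_Grain at 0, there were 19 genes (present in L104_Grass and L224_Grain) and 14 genes (present in L222_Grass and L224_Grain). With animal L224_Grain and a grass-fed animal at 0, there were 8 genes (present in L104_Grass and L184_Grain) and 2 genes (present in L222_Grass and L184_Grain). The 85 genes of the split by diet exceed the 19, which argues against genes missed in this library as the whole cause. Such genes could still be among the 56. The 4 genes present in the grain-fed animals exceed the 2 but not the 8, 14 or 19. That direction therefore shows no excess over the splits that mix the diets. Depth limits each gene, since a median total of 31.5 counts is shared by 2 animals. GC content, gene length and reads shared between paralogs were not tested, because the identifiers could not be paired with a reference. A difference between the diets, or in age or alignment level, which both go with diet here, stays open and was not tested.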

How the results depend on the processing

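The likelihood ratio settings with trended, loess, power, spline or qCML dispersions, or with a prior df of 20, and those with library sizes alone or with RLE or upper quartile factors, were chosen after seeing the data, as was leaving animals out of the setting that matched the deposited table.

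The number of differentially expressed genes by the quasi-likelihood test was 0 in each direction with TMM, RLE and upper quartile factors, library sizes alone, robust fitting, at least 1 CPM in 2 animals and an FDR of 0.05, and limma-voom also called 0. At an unadjusted p below 0.05 these gave 1088 (TMM), 1090 (RLE), 940 (upper quartile), 922 (library sizes alone), 1070 (robust), 1408 (at least 1 CPM) and 1008 (limma-voom) genes. Prior counts of 1 and 2 left the count at 0. The cause was not tested for the changes that follow, unless stated.

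The likelihood ratio test with common then tagwise dispersion on all genes called 343 genes, 282 higher and 61 lower in grass-fed spleen, 246 and 52 of them past a log2 fold change of 5. On the kept genes it called 301, 230 higher and 71 lower, 99 and 8 past 5. DESeq2 called 209, 97 higher and 112 lower, 43 and 5 past 5. Without a filter the quasi-likelihood test called 336, 145 higher and 191 lower, 44 and 23 past 5. Of these genes, 76, 80, 103 and 110 in the same order are in the deposited table.

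With each animal left out in turn, the quasi-likelihood test called from 0 to 2685 genes, from 0 to 1783 higher and from 0 to 902 lower, with from 0 to 956 higher and from 0 to 14 lower past 5. The 2685 came from leaving out grain-fed animal L224_Grain, and leaving out L104_Grass, L222_Grass or L184_Grain gave 0 (284, 389 and 1684 at an unadjusted p below 0.05, of which 78, 204 and 958 were higher in grass-fed spleen). The diet left with 1 animal is assumed to vary like the other diet, so without L224_Grain the spread comes from the grass-fed pair alone. Under the matched likelihood ratio setting the number went from 10 without L104_Grass to 3052 without L224_Grain, with 42 without L222_Grass and 430 without L184_Grain.

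With trended then tagwise dispersion on all genes, library sizes alone called 123 genes (87 higher, 36 lower, 52 and 9 past 5), TMM 167 (82, 85, 52 and 16), RLE 164 (85, 79, 54 and 15) and upper quartile 139 (72, 67, 44 and 12). With common then tagwise dispersion library sizes alone called 423, and with a prior df of 20 it called 541 (422 with TMM). Common, trended and tagwise dispersion called 118 with library sizes alone, 155 with TMM, 161 with RLE, 135 with upper quartile and 127 with TMM dispersions and an unscaled fit, and with a prior df of 20 it called 148 (library sizes alone) and 171 (TMM). Other trends with library sizes alone called 130 (loess), 136 (power) and 156 (spline), and estimateDisp with TMM called 125. The qCML dispersion called 67 with TMM, 71 with library sizes alone, 71 with TMM dispersions and an unscaled fit, 81 and 85 with a prior df of 20 (TMM and library sizes alone), and without a trend 187 and 191 (prior df of 20). Over the 26 settings the share of called genes that were higher lay between 69.3% and 88.9% where the fit used library sizes alone, whatever the factors behind the dispersion, and between 46.5% and 88.2% where it used scaling factors.

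The 10 genes of Table 1 kept their direction in all 47 settings run. Among the alternatives not added later, their FDR fell below 0.1 in DESeq2, without a filter, without animal L224_Grain, in the likelihood ratio test on kept genes and, except for HADH and DOCK6, in the one on all genes. Over all 47 settings the FDR of DOCK6 lay between 5.17e-06 and 1.00.

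The depth limits the genes with 0 or 1 to 3 counts in a diet, whose fold changes are bounds or wide intervals, and 2 animals per diet leave the dispersion of single genes uncertain. The tests of the marker lists were not run, because the identifiers could not be paired with symbols.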

Differences from the paper's values

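The settings added to find the deposited table, named as such below, were chosen only after the values were seen.

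The paper reports 123 differentially expressed genes, and the quasi-likelihood test called 0 at the same FDR, with 1088 at an unadjusted p below 0.05. None of the alternatives set before the data were examined falls within 1.5 times the paper's value. The likelihood ratio test on all genes gave 343 and on kept genes 301, DESeq2 209, no filter 336 and leaving out animal L224_Grain 2685. The others gave 0, namely limma-voom, robust fitting, at least 1 CPM in 2 animals, RLE factors, upper quartile factors, library sizes alone, an FDR of 0.05, prior counts of 1 and 2, and leaving out animals L104_Grass, L222_Grass or L184_Grain. The paper reports 87 genes higher in grass-fed spleen and 36 lower, against 0 and 0 here. For the higher genes DESeq2, with 97, falls within 1.5 times the paper's value, and for the lower genes none of these alternatives does. The likelihood ratio test gave 282 higher and 61 lower on all genes, and 230 and 71 on kept genes. DESeq2 gave 112 lower, no filter gave 145 higher and 191 lower, and leaving out animal L224_Grain gave 1783 and 902.

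Of genes with a log2 fold change of 5 or more, the paper reports 52 that were higher and 9 that were lower, against 0 and 0 here. DESeq2 (43) and no filter (44) fall within 1.5 times the paper's 52, and the likelihood ratio test on all genes (246) and on kept genes (99) and leaving out animal L224_Grain (956) do not. For the paper's 9, the likelihood ratio test on kept genes (8) falls within 1.5 times, and that on all genes (52), DESeq2 (5), no filter (23) and leaving out animal L224_Grain (14) do not. The remaining alternatives set at that time gave 0 in each case. The paper lists 10 genes in Table 1 under its FDR threshold, against 0 here. DESeq2, the likelihood ratio test on kept genes, no filter and leaving out animal L224_Grain called all 10, and the likelihood ratio test on all genes called 8. The others set at that time called 0. The paper gives no error for its log2 fold changes. Those computed here with a standard error differed from it by less than that error. For ENDOU and FGFBP1 the difference was less than the width of the counting interval. TMEM45B, SLC4A9 and OVOL1 have only a lower bound here, which does not exceed the paper's value. Both sets of fold changes come from the same libraries, so these errors do not measure agreement. With library sizes alone, the matched likelihood ratio test gave the fold changes of Table 1 to within 4.76e-06.

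A likelihood ratio test with trended then tagwise dispersion and library sizes alone on all genes gave the paper's 123, 87, 36, 52, 9 and 10, and was chosen after seeing the values, dropping 0 of the paper's 123 genes. Other settings chosen after seeing the values also gave numbers within 1.5 times 123. With trended then tagwise dispersion, TMM and RLE factors drop 7 of the paper's genes each and upper quartile factors 15. With common, trended and tagwise dispersion, library sizes alone drop 5, TMM 15, RLE 7, upper quartile 19 and TMM dispersions with an unscaled fit 2. A prior df of 20 for that dispersion drops 3 with library sizes alone and 14 with TMM. The loess, power and spline trends drop 6, 9 and 11, and estimateDisp with TMM drops 26. The qCML dispersion with library sizes alone and a prior df of 20, with 85 called, drops 42. Outside that range, qCML dispersion drops 59 with TMM, 53 with library sizes alone and 53 with TMM dispersions and an unscaled fit, and with TMM and a prior df of 20, with 81 called, it drops 52. Without a trend it drops 63, and 59 with a prior df of 20. Common then tagwise dispersion drops 47 with TMM factors, the alternative set before, and among settings chosen after seeing the values 49 with library sizes alone, 48 with TMM and a prior df of 20 and 47 with library sizes alone and a prior df of 20. Each of these called between 5 and 10 genes of Table 1.

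In the paper more genes of the list were higher than lower. The 106 of them tested in the quasi-likelihood test all kept the paper's direction. At an unadjusted p below 0.05, the likelihood ratio test with common then tagwise dispersion also had most genes higher. The numbers were 2203 of 2974 on all genes and 804 of 1295 on kept genes. In DESeq2 (647 of 1387) and limma-voom (336 of 1008) fewer were higher than lower. The genes at an unadjusted p below 0.05 in the quasi-likelihood test went the other way, with 432 of 1088 higher. So did those with RLE factors (454 of 1090), robust fitting (413 of 1070), at least 1 CPM in 2 animals (690 of 1408) and no filter (734 of 1685). The majority was higher, as in the paper, with library sizes alone (584 of 922), with upper quartile factors (529 of 940) and without L222_Grass (204 of 389), L184_Grain (958 of 1684) or L224_Grain (2300 of 3549).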

Other observations

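The test of TMM factors in place of library sizes, the test of depth and the test of 1 grain-fed animal alone were chosen only after the result was seen.

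More of the genes in the deposited table were higher (87) than lower (36) in grass-fed spleen. The hypothesis that this comes from a fit without a scaling factor was tested by adding TMM factors with all else unchanged, which gave a share of 49.1% higher. The median log2 fold change of the tested genes moved from 0.27 to 0.04, and since TMM centres the fold changes, it moves the share towards even whatever made the excess. With TMM factors the share depended on the dispersion estimate, from 46.5% with common, trended and tagwise dispersion to 88.2% with qCML dispersion without a trend. The test does not decide, and the scaling cannot be told apart from a difference in expression. A further hypothesis was that 4 genes with near-equal counts, which took 16.3% of the counts in grain-fed animal L184_Grain, 10.2% in L224_Grain, 7.36% in L222_Grass and 4.51% in L104_Grass, take counts from that animal. With library sizes made without them the same test called 126 genes, 77 higher and 49 lower, a share of 61.1%, between 70.7% and 49.1%. This does not decide either, so their part cannot be told apart from the rest. A difference in expression between the diets, or one that goes with age or alignment level, stays open and was not tested.

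Genes with at least 5 CPM in the 3 other animals and 0 counts in the remaining one numbered 595 in grain-fed animal L184_Grain, 35 in L224_Grain, 16 in L104_Grass and 6 in L222_Grass. Animal L222_Grass, with the lowest total, had 6, which argues against lower depth as the cause. Abundant genes taking most of the counts were tested with TMM effective library sizes. At 8 to 16 expected counts 35.2% of genes were still at 0 in animal L184_Grain, against 10.2% in L224_Grain, 8.81% in L104_Grass and 5.67% in L222_Grass, which argues against this as the whole cause. A hypothesis that stays open is that the library held few distinct molecules. At 4 to 8 expected counts, the genes detected in animal L184_Grain had 2.45 times the expected counts, and those in L104_Grass had 2.22 times. With the genes at 0 included, the mean was 1.12 times the expected counts in L184_Grain and 1.76 times in L104_Grass. The share at 0 was 55.4% in L184_Grain, 26.5% in L224_Grain, 21.6% in L104_Grass and 16.3% in L222_Grass. Animal L184_Grain thus differed from L104_Grass, with more genes at 0 and a mean nearer the expected counts. Few distinct molecules still cannot be told apart from other variation between animals. Biological differences of this animal were not tested.

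Of the 9 genes in the deposited table that were lower past a log2 fold change of 5, 7 had over 90% of their grain-fed counts in animal L184_Grain. In 5 of the 9, with 0 counts in animal L224_Grain, all grain-fed counts came from animal L184_Grain. The hypothesis that the 9 genes as a set come from 1 grain-fed animal alone was drawn from these same counts. It is therefore not tested by them and stays open. Of all 36 lower genes in the deposited table, both grass-fed animals lay below animal L184_Grain in 36 and below L224_Grain in 31. The median difference on the log2 scale was -3.58 for L184_Grain and -2.20 for L224_Grain. The 36 genes were chosen on these animals, so this does not decide either. Genes with at least 50 counts in 1 animal and at most 2 in each of the others numbered 18 in animal L184_Grain, 4 in L104_Grass, 1 in L224_Grain and 0 in L222_Grass. With at least 20 counts the order differed, with 109 in L104_Grass, 47 in L184_Grain, 29 in L224_Grain and 3 in L222_Grass. The tissue sampled, its handling and the biology of the animals stay open and were not tested.

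For the 87 genes that were higher, the same hypothesis of 1 animal alone was tested among the grass-fed. Over 90% of the grass-fed counts lay in 1 animal for 10 of the 87. These genes had been chosen in a test with both grass-fed animals, so this does not decide, and a part of 1 animal cannot be told apart from a difference between the diets. The hypothesis that these genes were only missed in animal L184_Grain was tested against animal L224_Grain. Both grass-fed animals lay above animal L224_Grain in 87 of 87, with a median difference of 3.62 on the log2 scale, against 4.06 for animal L184_Grain. Animal L224_Grain was also among the samples they were chosen on. Genes missed in animal L184_Grain would also fill the splits that set it beside a grass-fed animal, and there the matched likelihood ratio test called 0 genes (beside L222_Grass) and 3 genes (beside L104_Grass). A difference between the diets would widen the spread within such groups and lower the calls. This therefore does not decide whether genes missed in animal L184_Grain are the whole cause. Of the 87 genes, 72 were higher in L104_Grass than in L222_Grass, with a median CPM ratio of 2.45 against 0.972 over the tested genes. A difference between the diets, in age, in alignment level or in the tissue sampled stays open and was not tested. Genes missed in animal L184_Grain stay open as well.

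The 4 animals can be split into groups of 2 in 3 ways. The split by diet called the most genes in 1 of 3 splits, namely its own, under each test that made calls, and with 3 splits this share cannot fall below 33.3%, so chance cannot be excluded. The matched likelihood ratio test called 123 genes by diet, 3 with L104_Grass and L184_Grain together and 0 with L104_Grass and L224_Grain together. DESeq2 called 209, 15 and 0, and the likelihood ratio test with common then tagwise dispersion 343, 1 and 0. The quasi-likelihood test called 0 in each split, with 1088, 316 and 152 genes at an unadjusted p below 0.05.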
